A study of Mus musculus with 6 samples. Its data were reported in "Characterization of an eye field-like state during optic vesicle organoid development" (2023).

How the data were processed

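Chromatin accessibility was measured by ATAC-seq (assay for transposase-accessible chromatin with sequencing), in which the Tn5 transposase cuts open DNA and leaves sequencing adapters at the cuts. The samples were optic vesicle organoids, aggregates grown from mouse embryonic stem cells that form tissue resembling the early eye. The stem cell line carried green fluorescent protein (GFP) at the Rax gene, so that cells could be sorted on day 5 by their GFP signal. GFP-positive cells had switched on Rax. By the paper's account, the GFP-negative sample also took in cells with low GFP, some of them just beginning to express Rax. There was 1 library for each of 6 groups, namely days 0, 1, 2 and 3 and the GFP-negative and GFP-positive cells of day 5. Samples of day 4 came from another sequencing run, and the authors left them out because of batch effects. They were not analysed here.

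The authors trimmed the reads with cutadapt, aligned them to the mm10 genome with bowtie2 and removed duplicate, unmapped and mitochondrial reads with samtools. Because Tn5 cuts the strands at staggered positions, the authors also corrected the read ends for that offset. Fragments longer than 100 bp were then left out, so the values describe short fragments from between nucleosomes and not nucleosome-sized ones. Peaks were called by the authors on each library separately with macs2, merged into a consensus set with bedtools and freed of blacklisted regions. Versions of these tools were not looked up, since the supplementary methods of the study were not read here. The deposited values are log2 signal per consensus peak after conditional quantile normalization by the authors, which removes trends with peak width and with GC content. A difference between libraries in these values is therefore a log2 fold change after that correction, and the normalization can itself move it. All 6 value columns of the deposited table belonged to a listed library. Because consensus peaks were called separately per library and merged, a peak can rest on a call in only 1 of them.

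The table was read with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). The mm10 assembly is GRCm38, and chromosome names and lengths were checked against the GRCm38 sequence, with 0 names missing and 0 peaks past a chromosome end. Peak width, GC content and sequence were taken from that genome and gene positions from the GENCODE M21 annotation. A promoter peak overlapped the 1 kb either side of a transcription start site (TSS) of any gene. Exon-overlapping peaks outside promoters were left out of promoter shares and of the comparison of level and variability with promoter peaks, and were kept elsewhere. The study set exon-overlapping peaks aside for its own share, and keeping those in promoters was a choice made here.

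Read totals are not part of the table, so the depth was worked out from the values. Among peaks of equal width and equal number of G and C bases, the deposited values of a library take only a few distinct levels, which form a ladder with 1 step per count. Ladders of narrow peaks (90 bp or less) were used to start an additive model of log2(count + 1) on value, GC content and width, fitted per library with mgcv 1.9.3 in R 4.3.3 (with data.table, version 1.17.8) and extended outwards to the other peaks. Counting the lowest step as 0 counts left residuals with an SD of 0.0031 to 0.0051 (log2) across the libraries, against 0.0134 to 0.025 when it was counted as 1. Among recovered counts below 30, between 99.7% and 100% per library lay within 0.2 of a whole number, where chance would give 40%. The model was refitted on peaks chosen by this same limit, so that share is not an independent check of it. Counts were recovered in all 6 libraries for 358777 peaks (99.1%), and the other 3090 peaks, whose values fell below or outside the modelled range in some library, were left out of scaled counts and of the summaries of counts per library and per call. Comparisons of peaks at equal counts used all peaks with a count in the libraries compared, and counts of single named peaks are given for the libraries in which they were recovered. Whether a count stands for a read or a fragment was not settled. Values above the modelled range were given a count by a straight line, and such peaks did not enter the library totals. The model was tested on simulated data of 361867 peaks, where it returned a count for 100% of peaks after rounding. It returned the simulated count for 100% of those with fewer than 30 counts. The simulated values had the additive form that the model fits, so the test cannot tell whether the deposited values have it. All uses of these recovered counts were chosen after seeing the data. They enter as alternatives to the deposited values, as the statement of depth and as the values behind some of the other observations, such as that on chromosome Y.

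With 1 library per group there was no replicate test, and no p-value was computed across peaks for a difference between groups of cells. A peak was called dynamic when its deposited value differed by more than 1.5 (log2) between day 3 and day 5, the threshold the study used, with the GFP-positive library taken as day 5. The same rule was applied to the other steps of the time course. Of the dynamic peaks, the share also past 1.5 from day 3 to the GFP-negative library was compared with its mean over 20 shuffles of the GFP-negative values across peaks, since both differences share the day 3 library. Shares carry Wilson 95% confidence intervals on the number of peaks, which cover counting of peaks only. Intervals of differences between medians were taken from 1000 resamples of peaks. Sequencing reads without molecular identifiers are not independent molecules, so intervals and low-count limits cover counting error only.

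Gene lists were the core eye-field transcription factors (Rax, Pax6, Lhx2, Six3, Six6), other canonical eye-field genes (Otx2, Nr2e1, Tbx3, Tbx2, Sox2), pluripotency genes (Nanog, Pou5f1, Dppa5a, Zfp42, Esrrb, Klf4, Tfcp2l1, Fgf4), transiently expressed genes (Wnt3, Wnt8a, Fgf8, Lmx1b) and the Tcf family (Tcf3, Tcf7, Tcf7l1, Tcf7l2). Of the lists fixed before the data were seen, 2 are not reported here, and results over listed genes cover the 26 genes named above. Peaks within 100 kb of a TSS of a list were counted and placed among 10000 random lists of as many genes, drawn from 21938 protein-coding genes matched in 20 bins on the number of peaks nearby. Sequence words were searched on both strands: TAATTA (paired-type and LIM homeodomain factors), TAATCC (OTX/CRX), GWAACCTGA (the family of Six3 and Six6), TTCACGCWTSA (PAX6 paired domain), ATGCAAAT (octamer), ACAAWGG (SOX), ASATCAAAG (TCF/LEF), CCACACCC (KLF), TCAAGGTCA (ESRRB), TGASTCA (AP-1), CCASYAGRKGGC (CTCF), CAGCAGGNGG (ZIC) and the control TACGTA. Dynamic peaks were compared with 10000 random lists drawn with replacement from peaks that changed by less than 0.5, matched on quintiles of width, GC content and mean value. A list or word outside the central 95% of its random lists is described as outside the random range. On simulated data, 200 lists of each kind were tested: 5.0% of unchanged peak lists and 3.0% of unchanged gene lists fell outside that range, and 99.5% of lists with planted changes fell above it. A word planted at 1.5 times its background was returned at a median of 1.44 times. These simulated lists were simpler than the real ones. Their peaks were matched on width and GC content only, against a background drawn at random, and their genes shared a single rate of change. The simulated rates therefore need not hold for the real lists, where genes can differ more. Consensus words stand in for motif matrices, which were not used here.

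Groups, comparisons, lists, words, thresholds and most alternative settings were fixed before the data were examined. Named genes were those of the lists, with full values for the core eye-field transcription factors and for list members with 3 or more dynamic peaks within 100 kb. That rule took in all 26 listed genes, so the text gives promoter values for the core and pluripotency genes and summarises the others. The pluripotency genes, Pou5f1 and Nanog first, were singled out for this after their values had been seen. Named peaks were the peaks over the candidate Rax and Six6 elements in which the study made deletions, their neighbours, and the 5 largest rises and 5 largest falls from day 3 to day 5 GFP-positive among peaks whose higher value of the pair lay above the median.

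The alternatives fixed at that point were thresholds of 1 and 2, centring each library on its median or on the median of promoter peaks, quantile normalization of the libraries to each other, filters on mean value, on the higher value of a pair, on autosomes and on exons, the mean of both day 5 libraries as day 5, other promoter definitions, gene windows of 50 and 250 kb, the nearest gene, other backgrounds and the central 200 bp of each peak. Alternatives added after the data were seen were the authors' own context annotation for promoters and the recovered counts. Counts were taken as log2 of the count plus 1 and scaled to library totals, scaled on peaks with a mean count of at least 50, or centred within deciles of GC content and width. They were also tested with an exact binomial test of each peak's share of counts between the libraries, called at a Benjamini-Hochberg adjusted p-value under 0.05 and a change past 1.5. On 20000 simulated peaks the binomial test alone called 73.1% of changed peaks, and 1.9% of its calls were unchanged. It measures counting noise alone and says nothing about variation between cultures.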

Results

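Chromatin accessibility was profiled by ATAC-seq in mouse optic vesicle organoids on days 0, 1, 2 and 3 of culture and in GFP-negative and GFP-positive cells sorted on day 5. Each of these 6 groups was a single library, so there were no replicates, and none of the differences below can be set against variation between cultures. The consensus set held 361867 peaks on 21 chromosomes, with a median width of 131 bp (range 42 to 2184 bp) and a median GC content of 53.4%. Of these, 350254 lay on autosomes, 9995 on chromosome X and 1618 on chromosome Y. Promoter peaks numbered 63533 (17.6%), and 19995 further peaks overlapped exons outside promoters.

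The depth behind the values was low for many peaks. Counts recovered from the steps in the deposited values summed to 7258580 in day 0, 8949986 in day 1, 6969942 in day 2, 8742390 in day 3, 7373169 in GFP-negative and 7845848 in GFP-positive cells. The median peak held 10, 11, 9 and 10 counts in days 0, 1, 2 and 3, and 7 counts in each day 5 library. Peaks with 3 counts or fewer made up 19.1% of peaks in day 3, 30.0% in GFP-negative and 28.7% in GFP-positive cells. The strongest 10% of peaks held 50.3% of the counts in day 3, 57.4% in GFP-negative and 55.2% in GFP-positive cells.

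The deposited values were not centred alike. Library medians fell from -0.16 (log2) on day 0 to -0.44, -0.57 and -0.68 on days 1, 2 and 3, and stood at 0.00 in GFP-negative and 0.29 in GFP-positive cells. The SD across peaks was 1.34 in day 3 and 0.87 in GFP-positive cells. The value assigned to a low count differed between libraries as well. Among 398 peaks of 63 bp with 33 G or C bases, 0 counts corresponded to -3.50 in day 3, -1.99 in GFP-negative and -0.49 in GFP-positive cells. Across all peaks with 0 counts in both day 3 and GFP-positive cells (1162 peaks), the median deposited difference was 2.82. It was 1.91 for 3 counts in both libraries, 1.31 for 10, 0.92 for 20 and 0.16 for 50.

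**Figure D1:**
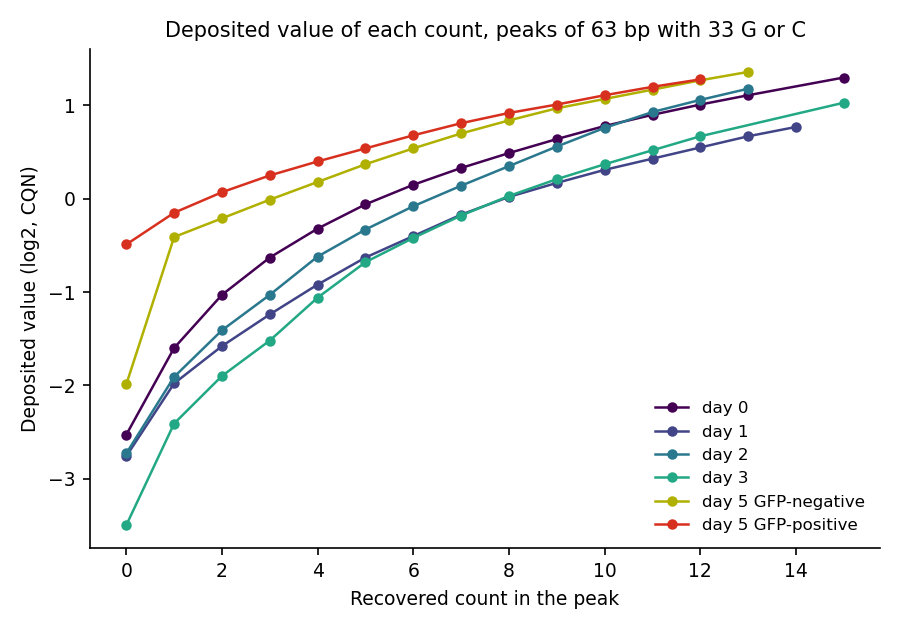
Deposited log2 value (vertical axis) against recovered count (horizontal axis) for 398 peaks of equal width and GC content, 1 line per library. The lines lie furthest apart at 0 counts, from -3.50 in day 3 to -0.49 in GFP-positive cells.

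To see how far the libraries lay apart, values were correlated across peaks, which are not independent replicates. Neighbouring days had Pearson coefficients of 0.77 (days 0 and 1), 0.73 (days 1 and 2) and 0.76 (days 2 and 3). The day 5 libraries correlated at 0.66 with each other, while day 3 correlated at 0.36 with GFP-negative and at 0.25 with GFP-positive cells. The alternative that moved these values most was the removal of each peak's mean, which took the day 3 coefficients to -0.37 and -0.45. On recovered counts they were 0.73 and 0.64, but these counts carry no correction for width or GC content. Effects of width shared by all libraries may therefore raise the coefficients on counts.

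The study asked which regions change in accessibility between day 3 and day 5, when the eye-field state is acquired. In the deposited values 127692 peaks were higher by more than 1.5 in GFP-positive cells than on day 3 and 5793 were lower, so that 95.7% of dynamic peaks were higher. The median difference over all peaks was 0.97. The alternative that moved this split most was scaling recovered counts on strong peaks, chosen after the data were seen, which gave 35450 higher and 74595 lower peaks (32.2% higher). With counts scaled to library totals, 37731 were higher and 63720 lower (37.2% higher). The direction of the split therefore depended on the scaling, since quantile normalization of the deposited values gave 44357 higher and 38925 lower peaks (53.3% higher). An exact binomial test on the recovered counts called 26325 higher and 40239 lower peaks past 1.5.

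The counts behind the calls differed by direction. Peaks called higher had medians of 4 counts on day 3 and 6 counts in GFP-positive cells, and 24.2% held 3 counts or fewer in both libraries, a depth at which a difference was not detectable. In 32% of them the GFP-positive count did not exceed the day 3 count, and 29.8% remained past 1.5 on counts scaled to library totals. Peaks called lower had medians of 54 and 3 counts, and 99.4% of them were also past 1.5 on counts.

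Other steps of the time course gave a scale for these numbers. Between days 0 and 1, 7289 peaks were higher and 22414 lower. From day 1 to day 2 the counts were 12832 and 23290, and from day 2 to day 3 they were 11996 and 24174. From day 3 to GFP-negative cells 94882 peaks were higher and 16441 lower. From GFP-negative to GFP-positive cells 28691 were higher and 2914 lower, and from day 0 to GFP-positive cells 85248 were higher and 11497 lower. On counts scaled to library totals each of the last 3 splits changed direction, to 31740 and 52066, 14970 and 20203, and 46020 and 89037 respectively. On counts centred within deciles of GC content and width, where the centring brings splits close to even, all 3 kept their direction, with 42157 and 35153, 20332 and 18258, and 65447 and 56936. Counts scaled on strong peaks kept it from GFP-negative to GFP-positive cells only (22461 and 18640). The day 1 to day 2 split changed direction as well, to 19192 higher and 17380 lower.

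**Figure D2:**
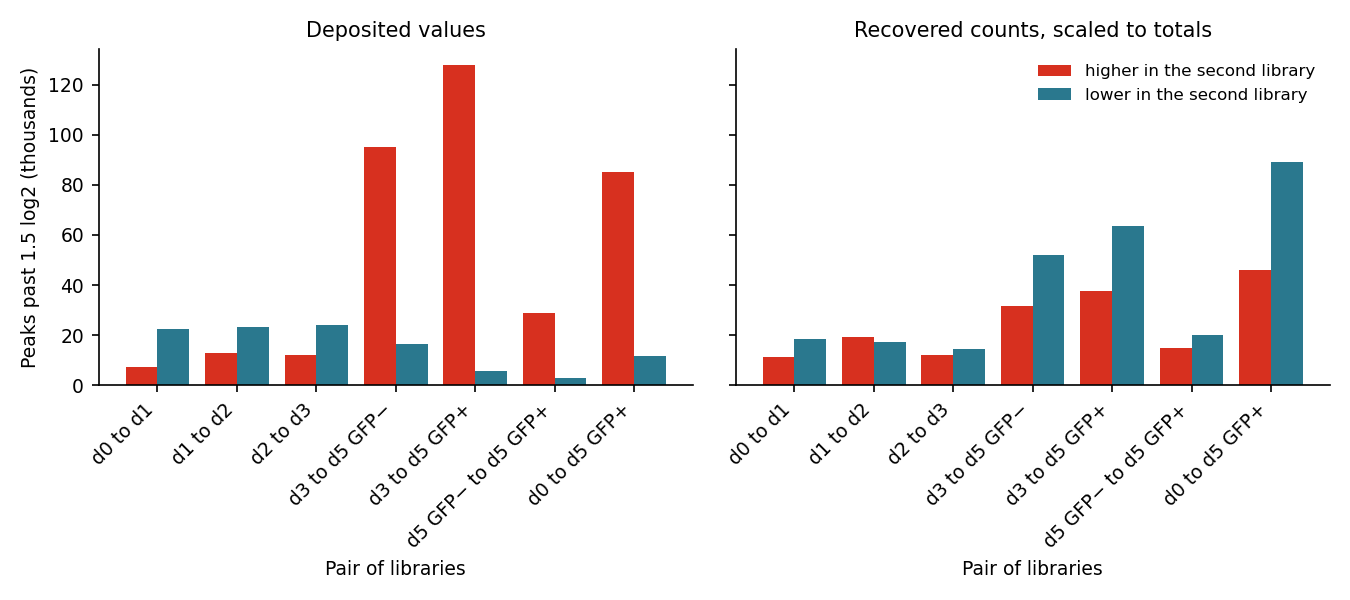
Number of peaks past 1.5 (log2) in each direction for each pair of libraries, in the deposited values and in recovered counts scaled to library totals. From day 3 to GFP-positive cells the deposited values give 127692 higher and 5793 lower peaks, and the counts give 37731 higher and 63720 lower.

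Whether the change belonged to GFP-positive cells was addressed with the GFP-negative library. Because that library also held some cells of low GFP signal, a shared change need not lie in cells without Rax. Of the peaks called higher, 69.5% (95% Wilson interval 69.2 to 69.7) were also past 1.5 from day 3 to GFP-negative cells, against 68.9% after shuffling and 26.2% of all peaks. Between the day 5 libraries 10.8% (10.6 to 11) were past 1.5, against 7.9% of all peaks. Of the peaks called lower, 36.6% (35.3 to 37.8) were shared with GFP-negative cells, against 26.9% after shuffling, and 32% (30.8 to 33.2) were past 1.5 between the day 5 libraries, against 0.8% of all peaks. The shares between the day 5 libraries use the GFP-positive library in both differences, so noise in that library can raise them. The alternative that moved these shares most was a filter for peaks with a mean above the median, which took the last share to 9.4%. With that filter 38.6% of lower peaks were shared with GFP-negative cells, against 37.5% after shuffling. On counts 61.9% of higher peaks were shared, against 49.1% after shuffling, and 47.3% of lower peaks, against 41.8%.

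Dynamic peaks were compared with all peaks in their position relative to genes. Promoter peaks made up 18.6% (18.5 to 18.7) of the 341872 peaks that were kept once exon-overlapping peaks outside promoters were left out. The share was 9.2% (9.0 to 9.4) among higher and 11.5% (10.7 to 12.4) among lower peaks, and 90.7% of dynamic peaks of either direction were outside promoters. The alternative that moved the share of lower peaks most was centring on library medians, which gave 22.1% and put it above that of all peaks. With the authors' own context annotation the promoter shares were 5.0% and 6.3%, and 95% of dynamic peaks were outside promoters.

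Level and variability across the 6 libraries were compared between promoter peaks of the listed genes and peaks outside promoters, with peaks that overlapped exons left out of the latter. The 135 promoter peaks had a median level of 0.41 and a median SD over the libraries of 0.55. The 115369 dynamic peaks outside promoters and exons had -0.87 and 1.15, a difference in level of 1.28 (1.17 to 1.36) and in SD of -0.60 (-0.67 to -0.51). Dynamic peaks were selected for change, which fixes a high SD. Against all 278339 peaks outside promoters and exons, with a level of -0.40 and an SD of 0.81, the differences were 0.81 (0.69 to 0.89) and -0.26 (-0.33 to -0.18). The largest move was the level difference from all peaks outside promoters on recovered counts, at 1.54. Those counts are not corrected for width or GC content, so that level is not the same measure.

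Peaks around listed genes were compared with random gene lists. Near the 5 core eye-field transcription factors, 89 of 265 peaks were higher, 1.18 times the mean of random lists, which was within the random range. Ratios for higher peaks near the other canonical, transient and Tcf family lists were 1.19, 1.13 and 1.21, and that near pluripotency genes was 0.98, each within the random range. Among lower peaks the pluripotency list stood out, with 21 of 557 peaks and a ratio of 3.31 (percentile 100), while the other lists had ratios within the random range: 0.38 for transient, 0.47 for Tcf family, 0.70 for core and 0.78 for other canonical genes. The core list moved most on counts scaled to library totals, where 53 of 261 peaks near the core factors were higher, a ratio of 2.72 (percentile 100). The pluripotency list remained outside the random range among lower peaks, with 143 of 556 peaks and a ratio of 1.76.

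**Figure D3:**
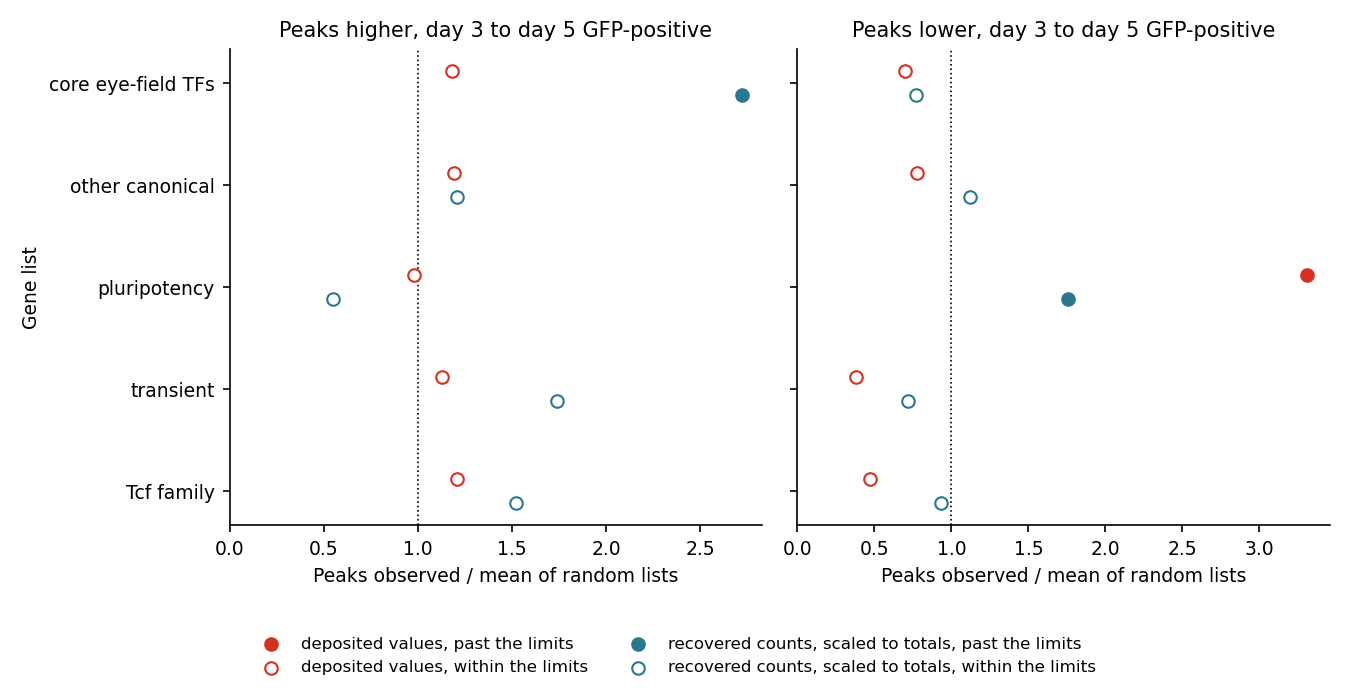
Peaks higher (left) and lower (right) from day 3 to GFP-positive cells near each gene list, as a ratio to the mean of 10000 random lists, in deposited values and in recovered counts. Filled points are outside the random range, such as the pluripotency list among lower peaks (3.31 and 1.76) and the core list among higher peaks on counts (2.72).

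All 26 listed genes had at least 3 dynamic peaks within 100 kb, and all had a promoter peak. Rax (chromosome 18, 65928277 to 65939787, minus strand) had 47 peaks within 100 kb, of which 24 were higher and 1 lower. Its promoter peak stood at 1.01 on day 0, 1.41 on day 3 and 2.43 in GFP-positive cells, with 42, 84 and 216 counts. Pax6 (chromosome 2, 105668900 to 105697364) had 23 of 60 peaks higher, and its strongest promoter peak rose from 0.49 on day 0 and 1.16 on day 3 to 2.51. Lhx2 (chromosome 2, 38339281 to 38369733) had 16 of 52 peaks higher, with promoter values of 1.98, 2.24 and 2.58. Six3 (chromosome 17, 85613608 to 85629302) had 16 of 59 higher, with -0.14, 0.74 and 1.38. Six6 (chromosome 12, 72939892 to 72944899) had 10 of 47 higher and 1 lower, with 1.47, 1.54 and 2.20. On counts scaled to library totals, Rax kept more higher than lower peaks (15 and 3), as did Pax6 (17 and 5), Lhx2 (6 and 3) and Six3 (9 and 6), whereas Six6 had 6 higher and 14 lower. Among pluripotency genes, the strongest promoter peak of Pou5f1 went from 2.35 on day 3 to -0.17 in GFP-positive cells (448 and 30 counts), and that of Nanog from 2.00 to -0.22 (113 and 8 counts). The strongest promoter peaks of Zfp42, Fgf4 and Dppa5a went from 2.73 to 0.79, 1.88 to 0.19 and 1.49 to -0.03. Those of Tfcp2l1, Esrrb and Klf4 moved less, from 1.84 to 1.10, 1.36 to 0.85 and 1.73 to 1.64. For Klf4 the counts rose, from 158 to 221. Not all of these peaks started from a higher level. On day 0 those of Pou5f1, Nanog, Fgf4 and Tfcp2l1 stood at 0.96, 1.47, 0.41 and 1.34, below their day 3 values. Those of Zfp42, Dppa5a, Esrrb and Klf4 stood at 3.38, 2.52, 2.02 and 1.99, above them. Across the listed genes other than the core genes, Pou5f1 and Nanog, higher peaks per gene ranged from 10 near Wnt8a and Tcf7 to 46 near Tcf7l2. On counts the range was from 0 near Dppa5a to 19 near Tcf7l2, and lower peaks outnumbered higher ones near most of these genes, such as Otx2 (4 higher and 15 lower) and Tbx3 (4 and 10), as they did near Nanog (2 and 33) and Pou5f1 (3 and 26).

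The study deleted a short stretch of a candidate element near Rax and of another near Six6. Each stretch overlapped 1 consensus peak, which was longer than the deletion and is described here as the element. The Rax element (chromosome 18, 65941113 to 65941777, 665 bp, GC 50.4%, intergenic, 1.7 kb from the Rax TSS) stood at 1.15, 1.25, 0.14 and 0.00 on days 0, 1, 2 and 3, at 1.55 in GFP-negative and at 1.44 in GFP-positive cells. These values rested on 147, 209, 78, 83, 142 and 119 counts. Its rise of 1.44 from day 3 fell short of the threshold of 1.5, and it was 0.48 with each library centred on its median. The Six6 element (chromosome 12, 72852285 to 72852711, 427 bp, GC 41.7%, intergenic, within 100 kb of Six6) stood at -4.11, -3.76, -3.15 and -2.76 on days 0 to 3, at 1.08 in GFP-negative and at 3.15 in GFP-positive cells. Its counts were 3, 3, 5, 9, 46 and 246, the last read off the straight line above the modelled range. The rise from day 3 was 5.91, and 4.94 with centred libraries. Of the searched words, the Rax element held 4 SOX words and the Six6 element 1 TAATTA.

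**Figure D4:**
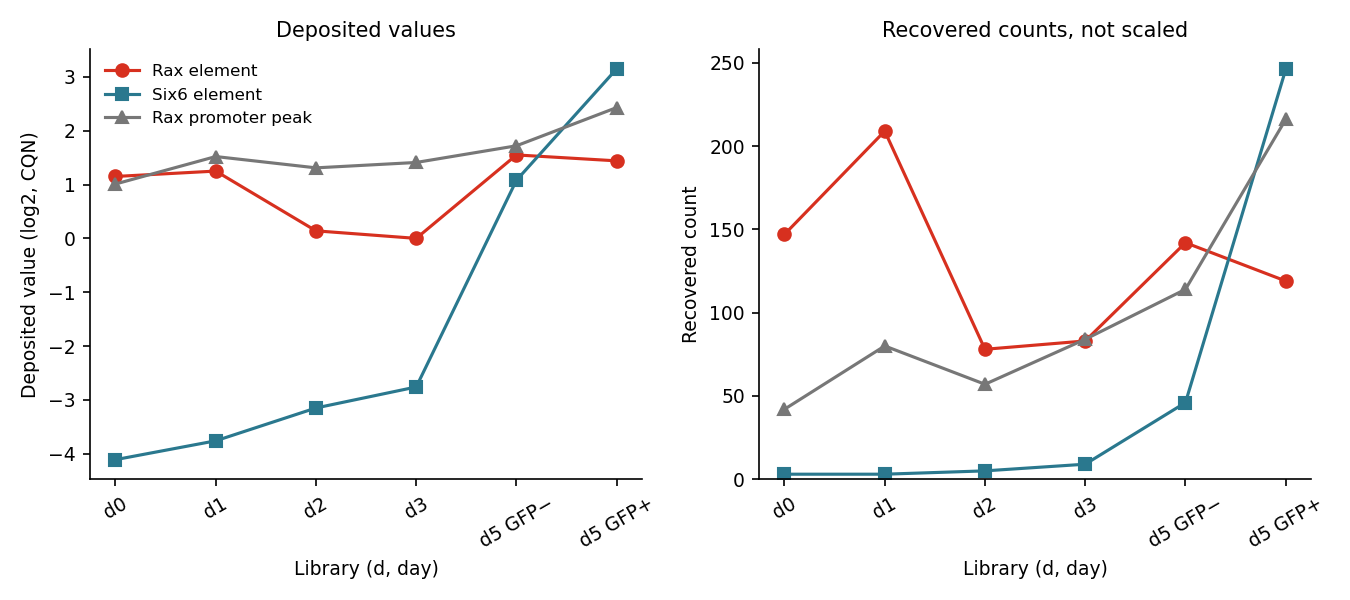
Deposited log2 value (left) and recovered count without scaling (right) in each of the 6 libraries for the peaks over the Rax and Six6 elements and the Rax promoter peak. In deposited values the Six6 element rises from -2.76 on day 3 to 3.15 in GFP-positive cells, and the Rax element from 0.00 to 1.44 after falling from 1.15 on day 0.

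Peaks on either side of the elements were read in the same way. Beside the Rax element, a peak at 65949477 to 65949669 rose by 3.35 from day 3, on 5 and 30 counts, and a peak at 65944581 to 65944788 changed by -0.13. On the other side, the Rax promoter peak rose by 1.01 and a peak at 65935461 to 65935583 changed by -0.60, on 35 and 16 counts. The 4 neighbours of the Six6 element rose by 2.73, 3.83, 1.16 and 2.35, each above the median of all peaks (0.97). In counts these went from 7 to 22, 2 to 11, 11 to 6 and 59 to 216, so the third rise was not one in counts.

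The 5 largest rises among peaks above the median ranged from 8.67 to 9.28. The first was an intronic peak of Col9a1 (chromosome 1, 24240012 to 24240549) that went from -5.70 on day 3 to 1.83 in GFP-negative and 3.57 in GFP-positive cells. The others had Gpc5, Adgrl3, Schip1 and Cdh4 as nearest protein-coding genes. Day 3 values of these 5 peaks lay below the modelled range, so the size of their rises has no count behind it, although each had between 88 and 448 counts in GFP-positive cells. The 5 largest falls ranged from -6.02 to -6.11 and started from 36 to 73 counts on day 3. The second of them had 0 counts in GFP-positive cells, and the values of the others lay below the modelled range there, so the size of those falls has no count behind it either. The first was an intronic peak of Abcb1a (chromosome 5, 8711347 to 8711550) that went from 0.49 on day 3 to -1.14 in GFP-negative and -5.63 in GFP-positive cells. GC content was 37.5% to 48.4% in the 5 rises and 53.7% to 71.5% in the 5 falls.

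Sequence words were compared between dynamic peaks and matched unchanged peaks. Among higher peaks, TAATTA was found in 3.96% against 2.34% in matched peaks (ratio 1.69). Ratios above the random range were also seen for OTX/CRX (1.2), SOX (1.21), TCF/LEF (1.37), KLF (1.24) and CTCF (1.30), and ratios below it for GWAACCTGA (0.60), octamer (0.77), AP-1 (0.89) and ZIC (0.71). ESRRB was at 1.00, within the random range. However, the control word TACGTA had a ratio of 2.08, above the random range, so the matching did not balance every word. This word was rare (0.22% against 0.11%) and holds a CG pair, on which peaks were not matched. It therefore cannot decide whether ratios of this size are background, and that stays open. Of the higher peaks, 20.8% fell in classes with fewer than 100 unchanged peaks, which limits the matching. Against all unchanged peaks, the alternative that moved the control word most, its ratio was 0.66, that of KLF 0.72 and that of CTCF 0.34. With that unmatched background TAATTA, OTX/CRX and SOX rose to 2.63, 1.44 and 1.32, while the control word fell. Without matching on GC content and width, base composition alone can move words apart. The divergence therefore does not separate these words from the control. The PAX6 word was in 27 higher peaks and too rare in unchanged peaks for its ratio to be read.

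Among lower peaks SOX words were found in 18.6% against 9.26% in matched peaks (ratio 2.01). ESRRB (1.49) and GWAACCTGA (1.30) were above the random range, and CTCF (0.17), KLF (0.84) and ZIC (0.78) below it. TAATTA (1.08), OTX/CRX (1.06), octamer (1.07), TCF/LEF (1.25), AP-1 (0.94) and the control word (0.72) were within it. TAATTA on counts scaled to library totals had a ratio of 4.16 among higher peaks, with 7.86% against 1.89%, while KLF, CTCF and the control word fell to 0.46, 0.23 and 0.76. Octamer among higher peaks also fell, to 0.21, and OTX/CRX and TCF/LEF rose to 1.88 and 1.97. SOX words on these counts had a ratio of 1.55 among higher and 1.21 among lower peaks, so that the larger ratio was no longer that of lower peaks. Centred counts gave 1.58 and 1.25.

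Median change per chromosome was compared with that of all peaks to see whether whole chromosomes shifted. From day 3 to GFP-positive cells, where the median of all peaks was 0.97, autosomes deviated by -0.17 (chromosome 7) to 0.19 (chromosome 14). Chromosome X deviated by -0.12 and chromosome Y by -0.44. On counts scaled to library totals the median of all peaks was -0.26, autosomes deviated by -0.07 to 0.09, and X and Y deviated by -0.32 and -1.39, the largest move of the alternatives. Earlier steps gave autosomal deviations between -0.12 and 0.11. In these steps, in order, X deviated by 0.00, 0.17 and -0.19, and Y by 0.16, 0.27 and -0.36. Shifts of X and Y were therefore not confined to the step to day 5. From day 3 to GFP-negative cells X deviated by -0.12 and Y by -0.51, and on counts by -0.22 and -0.90.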

Values the study reported

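The study reported a consensus set of 361,867 accessible regions. With an absolute log2 fold change above 1.5 between days 3 and 5, it gave 7782 peaks with higher and 53 with lower signal. Once peaks over exons had been excluded, it put about 97% of these dynamic peaks outside promoters.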

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

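Alternatives on recovered counts and on the authors' context annotation were chosen only after the results had been seen, and the others were planned. Over 63 results, 409 alternative values were computed: 251 stayed within the limits set for them, 99 moved, 33 reversed, 22 became stronger and 4 weaker. Numbers of dynamic peaks were judged by their size alone, so these figures do not register a change in the direction of a split, of which there were several, given below as the share that was higher. The limits were wide, and a number of peaks could change up to 1.5 times and stay within them. TAATTA among higher peaks stayed within its limits while going from 1.69 to 4.16. So did the rise of the Rax element, from 1.44 to 0.48, and the pluripotency ratio among lower peaks, from 3.31 to 1.54. For each change below the cause was not tested, except where a threshold or filter admits more or fewer peaks by construction.

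A threshold of 1 admits more peaks by construction. Peaks past it in either direction numbered 76467 from day 0 to 1, 92871 from day 1 to 2, 87091 from day 2 to 3, 56619 between the day 5 libraries and 151200 from day 0 to GFP-positive cells. Lower peaks from day 3 to GFP-positive cells numbered 12170. Shares also past in GFP-negative cells were 73.9% (higher) and 57.3% (lower), against 72.3% and 40.9% after shuffling, shares past between the day 5 libraries 20.1% and 25.1%, and promoter shares 10.6% and 15.6%.

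A threshold of 2 admits fewer. Peaks past it numbered 9875, 11680 and 12918 for the first 3 steps, 70523 from day 3 to GFP-negative cells, 21053 between the day 5 libraries and 63525 from day 0 to GFP-positive cells. From day 3 to GFP-positive cells 85043 were higher and 2930 lower. Shares also past in GFP-negative cells were 64.7% and 21.2%, against 61.7% and 15.1% after shuffling, shares past between the day 5 libraries 5.7% and 38.1%, and promoter shares 8.2% and 8.9%. In higher peaks ESRRB fell below the random range (0.82). In lower peaks TAATTA (0.94), OTX/CRX (0.97) and GWAACCTGA (0.71) reversed, ESRRB (1.46) came within the random range and AP-1 (0.75) fell below it.

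A filter for peaks with a mean above the median removes peaks by construction. It left 4882, 9484 and 7150 dynamic peaks for the first 3 steps, 17552 from day 3 to GFP-negative cells, 1858 between the day 5 libraries and 25204 from day 0 to GFP-positive cells, with 23200 higher and 2706 lower peaks from day 3 to GFP-positive cells. For the day 2 to 3 step it raised the share that was higher from 33.2% to 45.6%. Shares also past in GFP-negative cells were 55.5% and 38.6%, against 47.4% and 37.5% after shuffling, and those past between the day 5 libraries 1.9% and 9.4%. Correlations of day 3 with GFP-positive and GFP-negative cells became 0.42 and 0.53, of the day 5 libraries 0.83 and of days 2 and 3 0.74. Chromosome 14 deviated by 0.09, and chromosome X reversed to 0.05. A filter on the higher value of each pair left 19155 dynamic peaks from day 0 to 1, 24047 from day 2 to 3 and 8551 between the day 5 libraries, with 3158 lower peaks from day 3 to GFP-positive cells.

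Centring each library on its median gave 55663 higher and 27250 lower peaks from day 3 to GFP-positive cells (67.1% higher). Shares also past in GFP-negative cells were 74.7% and 51.4%, against 64.4% and 45.9% after shuffling, shares past between the day 5 libraries 7.4% and 11.1%, and promoter shares 7.4% and 22.1%. Near gene lists, higher peaks left the random range for core genes (1.83), and lower peaks near core genes reversed to 1.15. Promoter peaks of listed genes differed from all peaks outside promoters by -0.09 in SD. In the other steps the share that was higher became 52.7% (day 0 to 1), 48.7% (day 1 to 2), 44.5% (day 2 to 3), 59.1% (day 3 to GFP-negative) and 71.9% (day 0 to GFP-positive). Centring on promoter medians gave 11043 lower peaks from day 3 to GFP-positive cells.

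Quantile normalization gave 44357 higher and 38925 lower peaks from day 3 to GFP-positive cells and 72795 dynamic peaks from day 3 to GFP-negative cells. Shares also past in GFP-negative cells were 69.9% and 43.3%, against 53.6% and 24.8% after shuffling, and 22.5% of lower peaks were past between the day 5 libraries. The share that was higher became 43.2% (day 0 to 1), 49.2% (day 1 to 2), 48.8% (day 2 to 3), 54.2% (day 3 to GFP-negative), 53.3% (day 3 to GFP-positive), 56.4% (between the day 5 libraries) and 50.3% (day 0 to GFP-positive).

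Recovered counts scaled to library totals gave 37731 higher and 63720 lower peaks from day 3 to GFP-positive cells, and 26325 and 40239 with the exact binomial test (39.5% higher). Scaling on strong peaks gave 35450 and 74595, and centring within GC and width deciles 49567 and 43492, where the centring itself brings the split close to even. On counts scaled to totals the share that was higher became 37.5% (day 0 to 1), 52.5% (day 1 to 2), 45.2% (day 2 to 3), 37.9% (day 3 to GFP-negative), 37.2% (day 3 to GFP-positive), 42.6% (between the day 5 libraries) and 34.1% (day 0 to GFP-positive). On counts scaled on strong peaks the same shares, in this order, were 31.8%, 51.5%, 39.2%, 31.6%, 32.2%, 54.6% and 25.9%, and on centred counts 44.6%, 53.2%, 55.5%, 54.5%, 53.3%, 52.7% and 53.5%. From day 0 to GFP-positive cells scaling on strong peaks gave 147070 dynamic peaks. Shares also past in GFP-negative cells were 61.9% and 47.3%, against 49.1% and 41.8% after shuffling, and those past between the day 5 libraries 16.2% and 20.7%. Correlations of day 3 with GFP-positive and GFP-negative cells rose to 0.64 and 0.73, of the day 5 libraries to 0.87 and of days 2 and 3 to 0.88. Promoter peaks of listed genes stood 1.54 above dynamic and 1.54 above all peaks outside promoters. Counts scaled to totals are not corrected for width or GC content, which may contribute to these correlations and level differences. Chromosomes 14, X and Y deviated by 0.09, -0.32 and -1.39.

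Near gene lists, higher peaks left the random range for core genes both on counts scaled to totals (2.72) and on counts centred within deciles (2.09). Lower peaks near other canonical genes reversed to 1.12 and 1.15 under these scalings. In higher peaks, KLF (0.46 and 0.56), CTCF (0.23 and 0.46) and the control word (0.76 and 0.99) reversed and, except for the control word on centred counts, fell below the random range. ESRRB also fell below the random range (0.13 and 0.18), and GWAACCTGA came within it on centred counts (0.90). In lower peaks, octamer (0.78 and 0.73) and AP-1 (1.15 and 1.08) reversed and left the random range. TAATTA (1.37 and 1.37) and TCF/LEF (1.49 and 1.62) rose above the random range, as did OTX/CRX on scaled counts (1.04). The control word (0.67 and 0.81) fell below it. PAX6 (0.18 and 0.00) also lay below it, but rested on 1 and 0 lower peaks with the word, too few for its ratio to be read.

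With each peak's mean removed, the correlations of day 3 with GFP-positive and GFP-negative cells reversed to -0.45 and -0.37, and those of the day 5 libraries and of days 2 and 3 became 0.56 and 0.25. Removing a mean over 6 libraries pushes correlations below 0 by construction. Spearman coefficients were 0.76 (day 5 libraries), 0.73 (days 2 and 3) and 0.38 (day 3 and GFP-negative). Promoter shares of higher and lower peaks were 19.3% and 21.1% with 3 kb promoters, 5.8% and 6.9% with protein-coding TSSs and 5.0% and 6.3% with the authors' context annotation. Without the GFP-negative library, promoter peaks of listed genes stood 1.49 above dynamic peaks outside promoters.

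In the 50 kb window, higher peaks near other canonical (0.96) and transient genes (0.89) reversed. In the 250 kb window, core genes rose above the random range (1.28) and pluripotency genes reversed (1.08). With peaks assigned to the nearest gene, core genes (0.99) reversed, and transient genes reversed to 0.49, below the random range. Against random peaks of equal mean value, higher peaks near other canonical (0.92), transient (0.86) and Tcf family genes (0.98) reversed.

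Without matching of the background, higher peaks reversed for KLF (0.72), ESRRB (1.24), CTCF (0.34) and the control word (0.66), each outside the random range. Lower peaks rose above the random range for TAATTA (1.61), OTX/CRX (1.16) and octamer (1.44), and fell below it for the control word (0.56). In peaks outside promoters, GWAACCTGA in lower peaks came within the random range (1.31), AP-1 fell below it (0.85), and chromosomes X and Y deviated by -0.18 and -0.60. In the central 200 bp, TAATTA (0.94) and AP-1 (1.01) reversed in lower peaks and KLF came within the random range (0.85).

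Depth limits the calls at low values most. Of the peaks called higher from day 3 to GFP-positive cells, 24.2% held 3 counts or fewer in both libraries, and 1150 held 0 in both.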

Other observations

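All tests in this part were chosen only after the results had been seen, except the tests on chromosome Y, whose outcomes had not been seen when they were chosen.

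The excess of higher over lower peaks from day 3 to GFP-positive cells in the deposited values may come from how the normalization treats low counts. Peaks with an equal count of 10 or fewer in both libraries had a median deposited difference of 1.98, where equal counts at nearly equal depth would give a value near 0. In 10 equal classes of mean count, the median deposited difference fell from 2.08 in the weakest peaks to -0.03 in the strongest, while on counts scaled to library totals it ran from 0.16 through -0.52 to 0.11. A deeper GFP-positive library is argued against by its recovered total, which was 0.90 times that of day 3. A larger number of peaks gaining than losing counts is argued against by the recovered counts, on which the share that was higher reached at most 53.3%, and that value came from the centred counts, where centring brings it close to even. The share was 37.2% on counts scaled to totals and 32.2% on counts scaled on strong peaks. A change shared by all peaks stays open, since no scaling of the libraries can show it without an outside standard, and the steps of the authors' normalization were not rerun here.

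On counts scaled to totals more peaks were lower than higher. A larger concentration of GFP-positive counts in strong peaks is a candidate explanation: the strongest 10% of peaks held 55.2% of its counts, against 50.3% in day 3, which leaves fewer counts for the rest. Other pairs do not all follow it. In 5 of the 7 pairs a rise in this share went with fewer higher than lower peaks. From GFP-negative to GFP-positive cells the share fell from 57.4% to 55.2%, yet only 42.6% of dynamic peaks were higher, and from day 1 to day 2 it rose from 47.5% to 48.8%, yet 52.5% were higher. Whether this concentration is a property of the cells or of library quality was not tested, and the single library per group confounds them. Biases of GC content and width that differ between libraries cannot be told apart from it, because centring within GC and width deciles (53.3% higher) removes any overall shift along with them.

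Higher peaks near the core eye-field transcription factors left the random range under some alternatives and not under others. Their ratio went from 1.18, within the random range, to 2.72 on counts scaled to totals and 2.09 on counts centred within GC and width deciles. This was not particular to counts, since deposited values centred on library medians gave 1.83 (percentile 99.6) and deposited values in the 250 kb window 1.28 (percentile 98.9), both outside the random range. The 50 kb window (1.10), the nearest gene (0.99), a threshold of 1 (1.09) and random peaks of equal mean value (1.09) left it within that range. TAATTA among higher peaks went from 1.69 to 4.16 and 3.90, while the control word went from 2.08 to 0.76 and 0.99. Among lower peaks TAATTA rose above the random range as well, with 1.37 on both count scalings. The list holds 5 genes in 1 pair of libraries, and Six6, with 6 higher and 14 lower peaks on counts, did not follow the other 4. No explanation was tested for this pattern.

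Chromosome Y changed more than the autosomes on counts. Its 1569 peaks with recovered counts had a median change of -1.65 from day 3 to GFP-positive cells, against -0.26 on autosomes. Weak peaks falling everywhere is argued against by autosomal peaks matched on mean count, width and GC content, whose median change was -0.20 (range of random draws -0.33 to -0.07). Fewer cells with a Y chromosome at day 5 is argued against by the promoter peaks of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty), chosen for this test and outside the lists above. They rose by a median of 0.78, on 41 to 82 counts on day 3. Reads shared between repeated copies on chromosome Y were not tested and stay open, as does a change of chromatin in these regions. Chromosome X had a median change of -0.58, against -0.29 (-0.34 to -0.26) in matched autosomal peaks, which was not pursued further.

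The Rax element was open on days 0 and 1 (147 and 209 counts), lower on days 2 and 3 (78 and 83 counts) and higher again in both day 5 libraries (142 and 119 counts), and its deposited value differed by -0.11 from GFP-negative to GFP-positive cells. No explanation was tested for this course.

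The number of peaks higher from day 3 to GFP-positive cells was 127692. That is higher than the value quoted from the study above. The number of lower peaks was 5793. That is higher than the value quoted from the study above. None of the alternatives computed here gave counts as low, and the cause was not tested.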
